# High-throughput marker discovery in melon using a self-designed oligo microarray

**DOI:** 10.1186/1471-2164-11-269

**Published:** 2010-04-28

**Authors:** Ron Ophir, Ravit Eshed, Rotem Harel-Beja, Galil Tzuri, Vitaly Portnoy, Yoseph Burger, Shai Uliel, Nurit Katzir, Amir Sherman

## Abstract

**Background:**

Genetic maps constitute the basis of breeding programs for many agricultural organisms. The creation of these maps is dependent on marker discovery. Melon, among other crops, is still lagging in genomic resources, limiting the ability to discover new markers in a high-throughput fashion. One of the methods used to search for molecular markers is DNA hybridization to microarrays. Microarray hybridization of DNA from different accessions can reveal differences between them--single-feature polymorphisms (SFPs). These SFPs can be used as markers for breeding purposes, or they can be converted to conventional markers by sequencing. This method has been utilized in a few different plants to discover genetic variation, using Affymetrix arrays that exist for only a few organisms. We applied this approach with some modifications for marker discovery in melon.

**Results:**

Using a custom-designed oligonucleotide microarray based on a partial EST collection of melon, we discovered 6184 putative SFPs between the parents of our mapping population. Validation by sequencing of 245 SFPs from the two parents showed a sensitivity of around 79%. Most SFPs (81%) contained single-nucleotide polymorphisms. Testing the SFPs on another mapping population of melon confirmed that many of them are conserved.

**Conclusion:**

Thousands of new SFPs that can be used for genetic mapping and molecular-assisted breeding in melon were discovered using a custom-designed oligo microarray. A portion of these SFPs are conserved and can be used in different breeding populations. Although improvement of the discovery rate is still needed, this approach is applicable to many agricultural systems with limited genomic resources.

## Background

Genetic maps based on molecular markers are a key step in marker-assisted selection (MAS) for plant breeding and for gene identification based on positional information [1]. Discovery of novel genetic variation, enhanced selection techniques and the identification of genotypes with new or improved traits can lead to superior strains of interest. The density of the markers on a genetic map defines the map's resolution and the ability to introduce these traits using molecular means. New high-throughput technologies for the discovery of genetic markers and linkage analysis can enhance plant breeding efforts [2].

In the last few years, genomic tools have begun to replace the traditional methods of molecular marker discovery. Use of computational tools to search sequence information for molecular markers [3,4], or genomic technologies such as whole-genome scanning (WGS), have enabled the discovery of thousands of markers in a single experiment [3]. These markers can be mapped to create high-density genetic maps or used directly for MAS [3-5]. However, use of these types of technologies for plant breeding is still restricted, as many agricultural systems have a limited amount of genomic resources. Furthermore, plant species contain wide genetic variation that cannot be explored by sequencing only one or two plants from each species.

One of the technologies that has been used for identification of genetic variation is single-feature polymorphism (SFP) [3-5]. This approach is based on the concept that target DNA that perfectly matches its probes binds with greater affinity than one with a mismatch. Thus, natural imperfections can be detected as a difference in signal intensity in microarray hybridization using labeled genomic DNA (gDNA). SFPs can be used, with no further information, as markers, or they can be sequenced to identify the genetic difference (frequently a single nucleotide polymorphism (SNP) or a small indel). SFP technology draws its strength from the fact that it can be implemented in a variety of genetic applications, such as marker discovery and fine mapping of traits, as well as for genome-wide association studies [3,6,7]. SFP discovery has been relatively successfully implemented in model organisms such as *Arabidobsis *[5] and *Drosophila *[8], and in non-model organisms such as rice and soybean [9,10]. To date, all hybridizations have been performed on high-density short oligonucleotides (Affymetrix arrays). These types of arrays are only available for a few organisms, they are expensive and they are not flexible in their design. Therefore, the ability to implement this technology on any custom array (Agilent, Nimblegen, and others) has the potential to create a very useful tool in many breeding programs for agricultural crops.

Melon is among the most important fleshy fruits for fresh consumption. It belongs to the family Cucurbitaceae which includes other important crops, such as watermelon, cucumber and squash. Melon is a diploid species (2n = 24) of African origin with a high level of phenotypic and molecular variation [11] and a genome size estimated at 450 Mb [12]. Over the last 15 years, several research groups have published genetic maps for melon [13-22]. An integrated map, proposed to serve as a reference map, was constructed, based on two recombinant inbred line (RIL) populations ('Vedrantaise' × PI161375 and 'Vedrantaise' × PI414723). This map contains 668 loci; it spans 1654 cM on 12 linkage groups. It also includes 23 morphological traits [20]. Another map, based on two populations derived from a cross between 'Piel de Sapo' and PI161375, identified several quantitative trait loci (QTLs) controlling fruit-quality traits [18]. The Katzir group has recently established a reference map based on a cross between PI414723 and 'Dulce' [14] and constructed a QTL map using RILs developed from this population [17]. Other resources that were created for melon are a limited EST collection [23] and BAC libraries [24]. Although a substantial amount of effort has been invested in creating genetic maps and molecular tools for melon, only a few genes have been cloned by map-based cloning [25-27]. The genetic maps that exist for melon are not dense enough (containing only a few hundred markers) and are still the limiting factor for MAS, cloning of genes of interest and WGA (genome-wide association studies).

We chose melon as representative of a large group of vegetables and other crops that are agriculturally important but are still lagging behind in their genomic resources. Although sequencing has become extremely affordable using new technologies, we are still not at a stage at which we can sequence a variety of the same plant again and again. In this paper, we present the ability to use a custom-designed microarray with longer oligos (45-55 mer), based on a partial EST database of melon, to discover thousands of new markers for melon. These markers can be used for genetic mapping, breeding and association studies.

## Results

### SFP discovery

We designed a custom oligo microarray (Agilent) based on the melon ESTs presented in the Cucurbit Genomic database (ICuGI) [23]. The microarray contains 186,600 unique probes from 16,114 UniGenes covering approximately 9 Mb of cDNA sequence from different ecotypes and different conditions (for further details, see Methods). 

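All 186600 probe names were found on each of the 4 arrays, beside 1804 control spots. The probes were 45 to 55 bases long with a median of 49, and their lengths added up to 9.26 Mb. Median GC content was 42.3%. The probes held 180940 distinct sequences, and 10780 probes shared their sequence with at least 1 other probe. Each probe name begins with a UniGene number. For 6730 UniGenes this number was complete, and they held 95942 probes (51.4%), with a median of 14 probes per UniGene and a range of 1 to 61. The other 90658 probes carried 1 of 940 shortened numbers, each of which can stand for up to 10 UniGenes. Counts per UniGene below therefore cover the 6730 UniGenes with a complete number, and counts of SFPs cover all probes.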

For marker discovery, we used DNA from the parents of our mapping population, developed by Katzir's group from a cross between representatives of two subspecies of *Cucumis melo *L.: PI414723 (subspecies *agrestis*) and 'Dulce' (subspecies *melo*). Two biological replicates from PI414723 and two from 'Dulce' were used. 

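Genomic DNA of 2 pools of PI414723 and 2 pools of 'Dulce' was compared on 4 two-colour arrays that form a closed loop. PI414723 pool 1 (Cy5) was hybridized with 'Dulce' pool 1 (Cy3), and 'Dulce' pool 2 (Cy5) with PI414723 pool 2 (Cy3). The intra-accession arrays carried 'Dulce' pool 1 (Cy5) with pool 2 (Cy3) and PI414723 pool 2 (Cy5) with pool 1 (Cy3). Median signals in Cy5 and Cy3 were 985 and 537 on the inter-accession array of pool pair 1, 841 and 345 on that of pool pair 2, 1030 and 665 on the intra-'Dulce' array, and 390 and 432 on the intra-PI414723 array. Median local backgrounds lay between 33 and 57.5. Both channels were well above background at 98.3% and 96.3% of the probes on the inter-accession arrays, 98.7% on the intra-'Dulce' array and 96.3% on the intra-PI414723 array. The intra-PI414723 array was read in scan 2 on another scanner, whereas the other 3 arrays were read in scan 1.
From the authors' spot and local background intensities, the background was subtracted and the log2 ratio of Cy5 to Cy3 was normalized by loess within each array and by Aquantile between arrays, as the methods state. Probes with an outlier spot on any array (3369) were left out, and 183211 probes had a ratio on all 4 arrays. The paper's equation (1) was fitted to each probe with limma, moderated-t statistics were adjusted by the method of Benjamini and Hochberg, and ratios were turned to 'Dulce' over PI414723. The fit leaves 1 residual degree of freedom per probe, which is the dye effect, and it borrowed 6.14 prior degrees of freedom from the ensemble of probes. Each pool has its own coefficient, so standard errors of this fit hold no variation between pools. Precision is limited by the number of pools, 2 per accession.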

Each biological replicate contained gDNAs pooled from 10 different plants. gDNA samples were labeled and hybridized using standard Agilent procedures for comparative genomic hybridization (CGH) (see Methods).

Predicted SFPs were identified using a linear model for microarray (LIMMA) [28]. The data were analyzed and ranked by two statistics: the adjusted *p*-value (*q*-value) and the B statistic, which calculates the log odds that a given SFP will be different between two populations (Figure 1). 

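Signal differed between 'Dulce' and PI414723 at 7127 probes with a q-value under 0.05, which is 3.89% of the probes tested with limma. PI414723 gave the lower signal at 4273 of these SFPs and 'Dulce' at 2854, a share of 60.0% lower in PI414723 (exact 95% interval 58.8 to 61.1). The interval takes probes as independent and is too narrow, since several SFPs in the same UniGene often pointed the same way. The median size of the log2 ratio was 1.08. The difference passed 2-fold at 4224 SFPs, 4-fold at 985 and 16-fold at 111. With the main settings, probe MU1873_191550 had the largest excess of 'Dulce' signal, with a log2 ratio of 5.89 (loop SE 0.18, q = 0.000126, limma), and MU1302_129069 the largest among probes with another UniGene number in their name, with 5.47 (loop SE 0.28, q = 0.000161, limma). At the other end, MU1435_144220 had a log2 ratio of -7.03 (loop SE 0.40, q = 0.000218, limma) and MU1800_183108 one of -6.96 (loop SE 0.46, q = 0.000384, limma). Between the 2 pool pairs the standard errors of these 4 probes were 0.77, 0.34, 0.12 and 1.04, and with the intra-accession arrays and dye in the error term their q-values were 0.00726, 0.00685, 0.0139 and 0.0037 in limma. 'Dulce' signal was well above background in 3 of 4 channels at MU1435_144220 and in 2 of 4 at MU1800_183108, so the size and order of these 2 ratios are not fixed. MU1435_144220 had -5.42 with normexp and -7.97 with Agilent's processed signals, and MU1800_183108 had -4.59 and -9.97. The order of MU1873_191550 and MU1302_129069 is not fixed either, as they had 4.23 and 5.05 with normexp, and 5.13 and 5.81 in pool pair 2. Both pool pairs gave the same direction at 7080 SFPs. Across probes, which are not independent replicates, the ratios of the 2 pool pairs had a Pearson r of 0.438 over all tested probes and 0.917 over the SFPs chosen on the same arrays. Of the 6730 UniGenes with a complete number, 2005 held at least 1 SFP (29.8%), with 3238 SFPs among them.
Among the alternatives that moved the SFP count by over 1.5 times, it was 4427 with normexp background correction, 3672 with the intra-accession arrays in the error term beside a dye term, and 4311 from the inter-accession arrays alone, where UniGenes with an SFP numbered 1267, 1124 and 1285. In a fit that assumes a lone pool to vary like the other accession's pools, the SFP count was 2064 without 'Dulce' pool 1, 1332 without 'Dulce' pool 2, 57954 without PI414723 pool 1 and 19225 without PI414723 pool 2, and UniGenes with an SFP numbered 768, 439, 6483 and 4358.

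**Figure D1:**
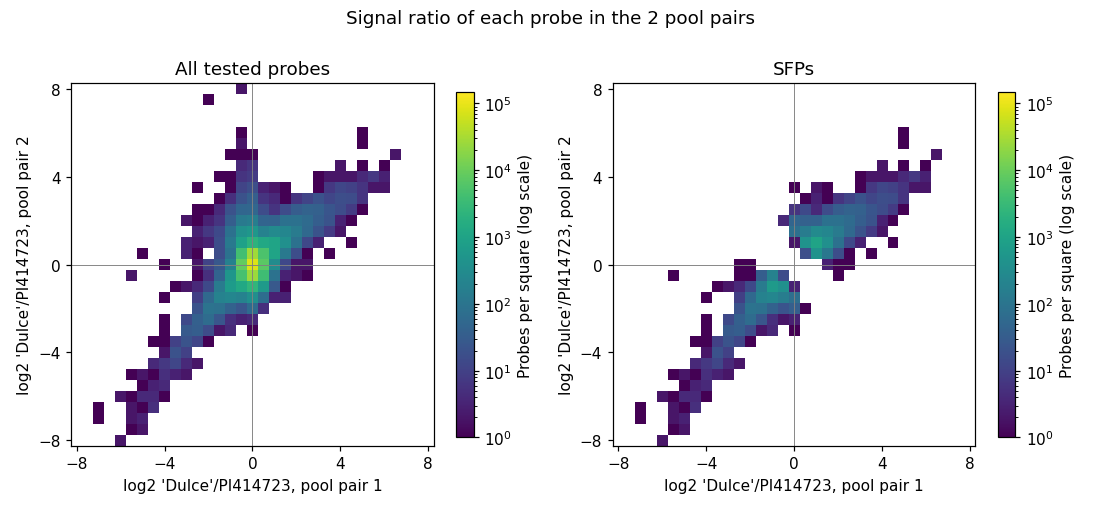
Log2 ratio of 'Dulce' to PI414723 signal in pool pair 1 (x axis) and pool pair 2 (y axis), for all 183211 tested probes (left) and the 7127 SFPs (right). Colour gives the number of probes per square on a log scale, and nearly all SFPs lie in the 2 quadrants where both pairs have the same sign.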

The number of SFPs found using an adjusted *p*-value (*q*-value) of 5% was 6184 in 3849 UniGenes. 

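A B statistic of 1.5 or more was reached by 2946 probes, 1747 with lower signal in PI414723 and 1199 with lower signal in 'Dulce' (59.3% lower in PI414723, exact 95% interval 57.5 to 61.1). Their log2 ratios had a median size of 1.65 and none was smaller than 1.10. The median was 1.60 where PI414723 was lower and -1.71 where 'Dulce' was lower. These probes lay in 937 of the UniGenes with a complete number. All but 1 had the same direction in both pool pairs. B was computed by limma with a prior SFP proportion of 0.01, at which the B threshold is a probability of 81.8%.
With the prior proportion estimated from the p-values (0.103), 7288 probes passed, against 1677 with normexp and 1675 with the intra-accession arrays and dye in the model. Passing probes numbered 1205 without 'Dulce' pool 1, 1001 without 'Dulce' pool 2, 18462 without PI414723 pool 1 and 8651 without PI414723 pool 2.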

Using the B statistic with B ≥ 1.5, which indicates 82% probability of having differential alleles (SFPs), we found 2503 SFPs in 1771 genes. Due to the fact that the *q*-value and B statistic rank the SFPs in the same order, and since the B statistic requires prior knowledge of the proportion of SFPs while the moderated-t statistic does not, we used the critical value of moderated-t statistic, i.e., a *q*-value < 0.05.

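The p-value and B put the 183211 tested probes in the same order (Spearman rho -1). This order was fixed by the calculation. Every probe has the same design and degrees of freedom, so both values depend only on the size of the moderated-t statistic. Every probe past the B threshold was also an SFP by q-value, and the highest q-value among them was 0.00802. The probe of MU16815, whose q-value was 0.00797, stood just past the B threshold with 1.51, and the probe of MU17949 had a B of 3.48. SFPs by q-value alone reached down to a B of -1.42 and a log2 ratio of 0.70 in size. From the equal ranking, and because B needs a prior proportion of SFPs, the paper reasons that the moderated-t statistic should set the threshold.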

**Figure 1:**
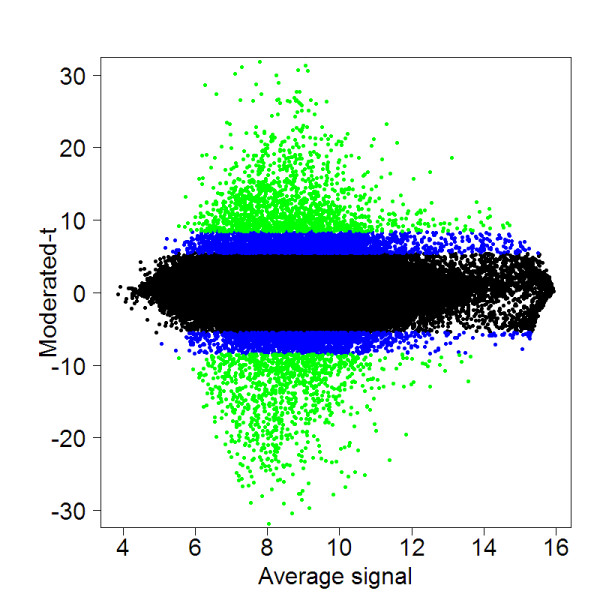
**Genetic variation between two melon accessions**. A scatter plot of moderated-t vs. average signal of four samples (two different plant DNA pools from each accession), where moderated-t is the Bayesian correction of the t-statistic calculated from the comparison between two 'Dulce' biological replicates and two PI414723 biological replicates. Black dots are statistically insignificant differences, i.e., non-SFPs, and blue (adjusted-*p *< 0.05) and green (B ≥ 1.5) dots are statistically significant differences, i.e., putative SFPs.

### SFP validation

Since the number of available sequences from 'Dulce' and PI414723 in the database is relatively low, we performed validation by direct sequencing of PCR fragments that were amplified from gDNA of the two parents, PI414723 and 'Dulce'. SFPs were chosen randomly for sequencing (with one limitation applied: the flanking regions of the SFPs were set to 50 bp to be able to identify oligos for PCR). Oligos flanking the SFPs were designed and PCR products were amplified from PI414723 and 'Dulce' gDNA pools: 245 putative SFPs were fully sequenced from both plant cultivars. Identification and validation of a SFP is demonstrated in Figure 2. The sequences were compared against the information in the melon database using Vector NTI software (Invitrogen, USA). 

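Sequencing found 1 SNP in 117 of the 189 TP probes listed in Additional file 1 (61.9%), 2 SNPs in 37 (19.6%), more than 2 SNPs in 24 and an indel in 11. On the arrays, probes with 1 SNP had a median log2 ratio of 1.31 in size (n = 114 measured probes), which is 2.48-fold. Probes with 2 SNPs had a median of 1.46 (n = 37), those with more than 2 SNPs 1.76 (n = 24) and those with an indel 1.43 (n = 11). Probes without a sequenced difference, the FPs, had a median of 1.40 (n = 53). All but 1 of the measured probes were SFPs, so that small ratios are missing from each kind. The size of the ratio did not separate TP from FP probes (medians 1.41 and 1.40, two-sided permutation test, p = 0.505). Probes with more than 1 SNP did not pass a test against those with 1 SNP (medians 1.51 and 1.31, two-sided permutation test, p = 0.0652). Probes with a single transition (69) had a median of 1.27, which differs from that of probes with a single transversion (37) by -0.21 (two-sided permutation test, p = 0.445). Benjamini-Hochberg adjustment over these 3 comparisons leaves none under 0.05. Probes are not replicates of the pools, genotypes are those the paper lists, and 6 sequenced probes had an outlier spot and no array value here.

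**Figure D2:**
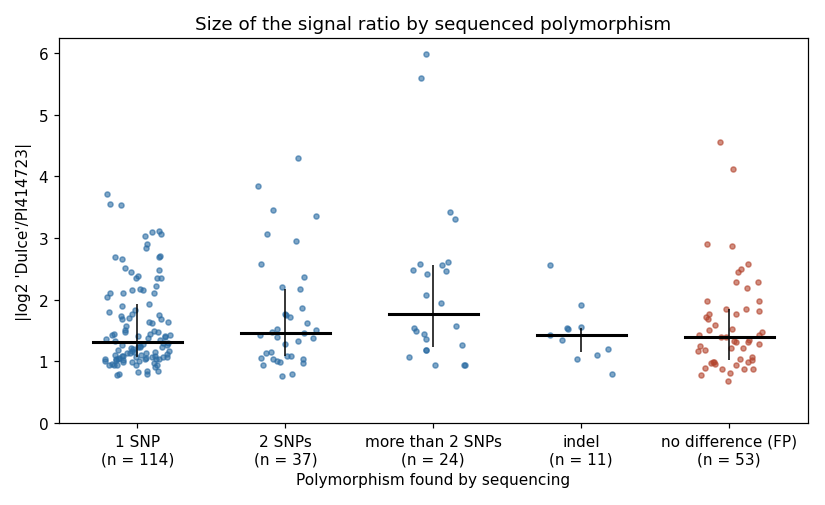
Size of the log2 ratio of 'Dulce' to PI414723 signal for each sequenced probe (points), by the polymorphism the paper lists. Thick lines are medians, thin lines span the quartiles, and the 5 kinds overlap over most of their range.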

Most of the SFPs (81%) contained one or two SNPs, and the rest contained either more than two SNPs (13%) or indels (6%) (Additional file 1). Next, we counted the number of true and false positives (TP and FP, respectively) found by sequencing (summarized in Table 1). We found, the most reliable SFPs to be those that appear once per gene. 

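Among UniGenes with a complete number, sequenced SFPs that were the only SFP of their UniGene were TP in 71 of 86 cases (82.6%, exact 95% interval 72.9 to 89.9). With 2 SFPs per UniGene, 51 of 65 were TP (78.5%, 66.5 to 87.7), and with 3 SFPs 24 of 29 (82.8%, 64.2 to 94.2). With more than 3 SFPs, 14 of 21 were TP (66.7%, 43.0 to 85.4). Single SFPs and those in UniGenes with 2 or more (89 of 115 TP, 77.4%) did not differ past a Fisher exact test (two-sided, p = 0.384). SFPs per UniGene were counted here, and TP or FP is the paper's call for each probe.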

We calculated the positive predictive value (PPV = TP/[TP+FP]) for each number of SFPs per gene category, since the proportion of the genes according to SFP number was biased in our sequencing sample. 

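Over all 245 probes listed in Additional file 1, 189 were TP and 56 FP, a PPV of 77.1% (exact 95% interval 71.4 to 82.2). Of the sequenced probes, 239 had an array value here and 238 of these were SFPs, of which 186 were TP (78.2%, 72.4 to 83.2). Weighting each class of SFPs per UniGene by its share of the UniGenes gave a PPV of 81.0%, over the 201 sequenced SFPs whose UniGene number was complete.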

Our PPV was found to be 79%, similar to that found in rice [29], higher than what has been found in some other SFP-discovery studies, but significantly lower than that which has been found in some studies of *Arabidopsis *and yeast [5,30]. Analysis based on melon EST databases [23] showed that the frequency of variation discovered by our SFP array was 10-fold higher than that found in the partial transcriptome. Another indication that the nucleotide polymorphisms in the detected SFP are biologically true is their polymorphism patterns. Transition nucleotide substitutions are known to be more frequent than transversions [31]. Table 2 summarizes the genotyping as detected by sequencing. 

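In the genotypes of Additional file 1, PI414723 departed from the probe by 113 transitions and 65 transversions, a ratio of 1.74. 'Dulce' departed from it by 47 transitions and 24 transversions, a ratio of 1.96. The proportion of transitions did not differ between the accessions past a Fisher exact test (two-sided, p = 0.770). Among probes with 1 SNP and an array value, PI414723 carried 50 transitions and 31 transversions (1.61), and 'Dulce' 19 and 6 (3.17, Fisher exact test, two-sided, p = 0.235).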

The transition-to-transversion ratios in the PI414723 and 'Dulce' populations were 1.6 and 2.5, respectively. Indeed, PI414723, which is expected to be genetically more variable than the domestic cultivar, had a total of 3.23-fold more nucleotide substitutions than 'Dulce' (relative to the database that is composed from different cultivars).

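The listed genotypes held 178 substitutions relative to the probe in PI414723 and 71 in 'Dulce', a ratio of 2.51. PI414723 was the accession that differed from the probe at 84 of 109 probes with 1 SNP (exact 95% interval 68.0% to 84.6%). On the arrays, PI414723 had the lower signal at 65 of 81 measured probes where its own base differed (80.2%, median log2 ratio 1.10), and 'Dulce' had the lower signal at 19 of 25 where its base differed (76.0%, median -1.17). Together the accession with the mismatch was dimmer at 84 of 106 probes (79.2%, 70.3 to 86.5, exact binomial test against 50%, two-sided, p = 1.02e-09). The paper reasons that PI414723 should be genetically more variable than the domestic cultivar and sets its larger number of substitutions beside this.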

**Table 1:** Sequence validation of putative SFPs

SFP per UniGene	No. of genes	FP	TP	PPV*	Proportion of genes by SFP on array	Proportion of genes by SFP number in sequence validation
1	118	21	97	0.82	0.68	0.55

2	62	17	60	0.78	0.19	0.29

3	21	9	20	0.69	0.07	0.10

>3	12	8	13	0.62	0.06	0.06

Total	213	55	190	*0.79	1	1

Summary of bioinformatics analysis of 245 SFPs sequenced from the two different DNA pools of PI and 'Dulce'. The sequence data were compared to the database data. TP-True positive. FP-False positive. PPV-Positive predictive value.

*Total PPV was recalculated by taking into account the actual representation of the different SFPs per UniGene group in the population. PPV = TP/[TP+FP] for each number of SFPs per gene category. The calculations were performed to adjust the validated SFP results with the proportions discovered by bioinformatics analysis.

**Table 2:** Transition-to-transversion ratios in SFPs

Transversions				Transitions		
**CG<->GC**	**AT<->TA**	**AC<->CA**	**TG<->GT**	**AG<->GA**	**TC<->CT**	

14	21	18	17	53	61	PI414723

2	7	2	5	24	17	'Dulce'

Bioinformatics analysis revealed transitions/transversions by comparing sequence data of SFPs to the melon EST database http://www.icugi.org.

**Figure 2:**
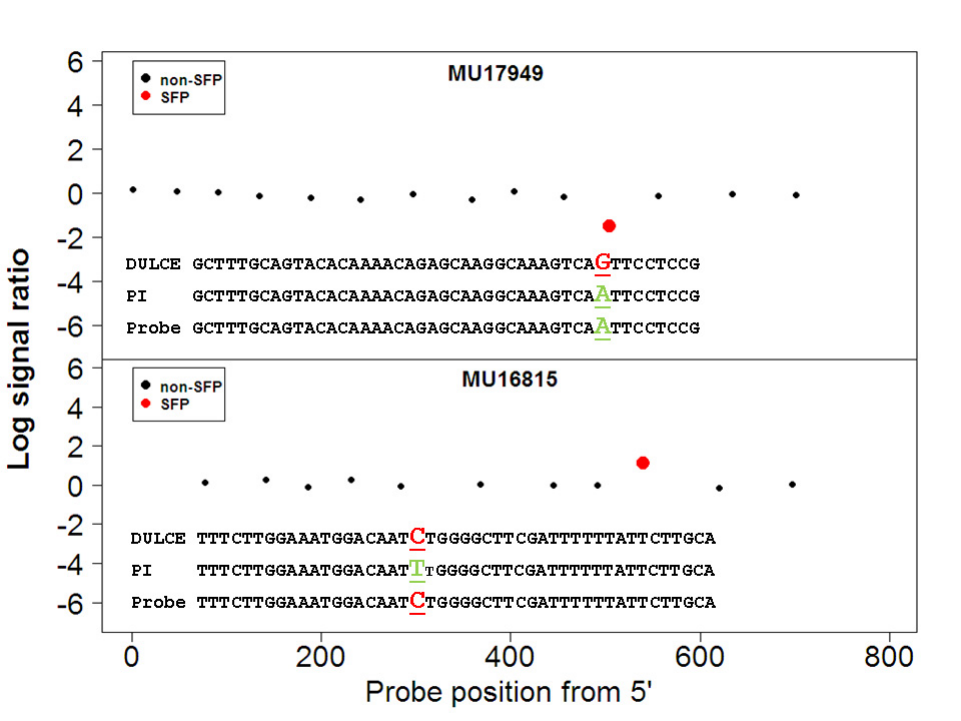
**SFP discovery and validation at the Unigene level**. Examples for genes MU16815 and MU17949 are shown. The graph shows that the signal ratio of the putative SFP is stronger than all other probe sets of the same gene. The signal ratio (y axis) is plotted against the probe position relative to the 5' end of the UniGene contig (x axis). The red dots represent the probes that are predicted to contain SFPs based on statistical analysis. The signal ratio consists of 'Dulce' signal to PI414723 signal, and therefore a positive log signal ratio represents a PI414723 SFP, i.e., 'Dulce' better matches the probe. A negative log signal ratio represents a 'Dulce' SFP. The variation in 'Dulce' and PI414723 SFPs (corresponding to the red dots in the top part of the figure) is revealed by sequencing, illustrated in the bottom part of the graph.

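In MU16815, probe MU1681_169647 (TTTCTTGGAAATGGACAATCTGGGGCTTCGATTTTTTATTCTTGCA) gave more signal with 'Dulce' than with PI414723, with a log2 ratio of 1.10 (loop SE 0.15, 2.15-fold, q = 0.00797, limma). Its pool pairs gave 1.20 and 1.01, a standard error of 0.097 between them (n = 2). The 18 probes within 10 design places of it had log2 ratios from -0.53 to 0.45, and the lowest q-value among them was 0.138. In MU17949, probe MU1794_182507 (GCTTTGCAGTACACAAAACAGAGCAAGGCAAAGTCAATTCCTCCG) gave less signal with 'Dulce', with a log2 ratio of -1.49 (loop SE 0.15, q = 0.00235, limma) and pool pairs of -1.21 and -1.78 (standard error between them 0.28, n = 2). Its 13 neighbours lay between -0.28 and 0.17, with a lowest q-value of 0.575. Additional file 1 lists the sequenced difference of MU17949 in 'Dulce' as A37G, counted from 1 at the 5' end of the probe. For MU16815 it lists the difference in PI414723 without a position. Design places can include probes of a neighbouring UniGene.
MU17949 did not pass the threshold with normexp (-0.93, q = 0.0539, limma). With a pool left out, the ratio rests on 1 inter-accession array and is the value of that pool pair, and the error rests on 1 intra-accession array. In such fits MU16815 did not pass the threshold without 'Dulce' pool 1 (1.01) or without 'Dulce' pool 2 (1.20). MU17949 did not pass it without 'Dulce' pool 2 (-1.21).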

Based on the distribution of SFPs per gene (Figure 3), most of the genes (~90%) accumulating SFPs possessed one or two SFPs per gene. 

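Of the 2005 UniGenes that held an SFP and had a complete number, 1337 held 1 SFP (66.7%), 405 held 2 (20.2%) and 163 held 3 (8.13%). UniGenes with 1 or 2 SFPs made up 86.9% (exact 95% interval 85.3 to 88.3). The other 100 UniGenes held 4 or more. When the SFPs were placed at random on the tested probes of these UniGenes (100 draws), 96.0% of UniGenes with an SFP held 1 or 2, and 14.8 UniGenes on average held 4 or more, at most 25. Random placement spread the SFPs over 2534 UniGenes on average and over no fewer than 2475. Without PI414723 pool 1 the share with 1 or 2 SFPs was 23.3%.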

One might postulate that this is because most of the UniGenes, from which the probes present on the array were designed, are short or partial, and therefore the real number of SFPs per gene cannot be determined. However, the length of the UniGenes is variable and cannot explain the SFP/UniGene variation. For each SFP density category (one SFP per UniGene to 18 SFPs per UniGene), the mean UniGene length was approximately constant at 800 ± 300 bp (Figure 4). In other words, length medians do not increase linearly with SFP per gene category as it would be expected if number of SFPs that were found were due to UniGene length. Therefore, it is reasonable to assume that the SFP/gene distribution was the actual distribution, and it was consistent with the SFP density that has been previously reported for *Arabidopsis *[7].

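UniGenes with 1, 2, 3 and 4 SFPs were covered by medians of 14, 15, 15 and 16 probes. In the categories of 5 or more SFPs, each with 23 UniGenes or fewer, medians went from 11 to 28 without a steady rise, with 14 at 5 SFPs, 11 at 7, 13 at 8 and 18 at 17. The number of probes, which grows with the length of the tiled contig, stood in for length. Among the 2005 UniGenes with an SFP, the SFP count rose with the number of probes only slightly (Spearman rho 0.0763 across UniGenes, two-sided permutation test, p = 0.00061). Over all 6730 UniGenes rho was 0.140 (p = 1e-05, the smallest that the permutations can give). An SFP was found in 19.4% of UniGenes with under 10 probes, 28.6% of those with 10 to 14, 32.1% of those with 15 to 19 and 41.9% of those with 20 or more. Per 100 probes, these 4 groups held 4.82, 3.55, 3.26 and 3.02 SFPs. UniGenes are not independent replicates. Over all UniGenes rho was 0.0922 with normexp, 0.0514 without 'Dulce' pool 2, 0.556 without PI414723 pool 1 and 0.265 without PI414723 pool 2.

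**Figure D3:**
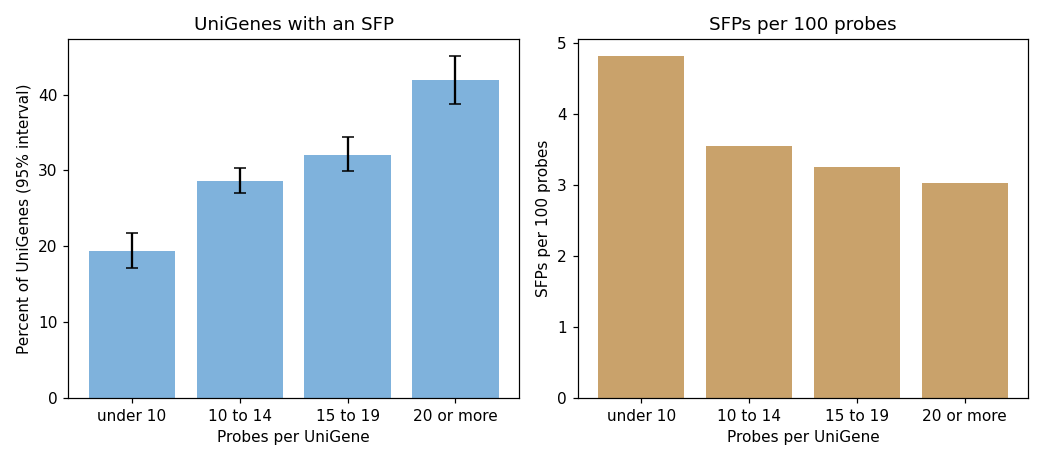
Percent of UniGenes with at least 1 SFP (left, bars with exact 95% intervals) and SFPs per 100 probes (right), by the number of tested probes per UniGene. The share of UniGenes goes from 19.4% to 41.9% while the SFPs per 100 probes go from 4.82 to 3.02.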

**Figure 3:**
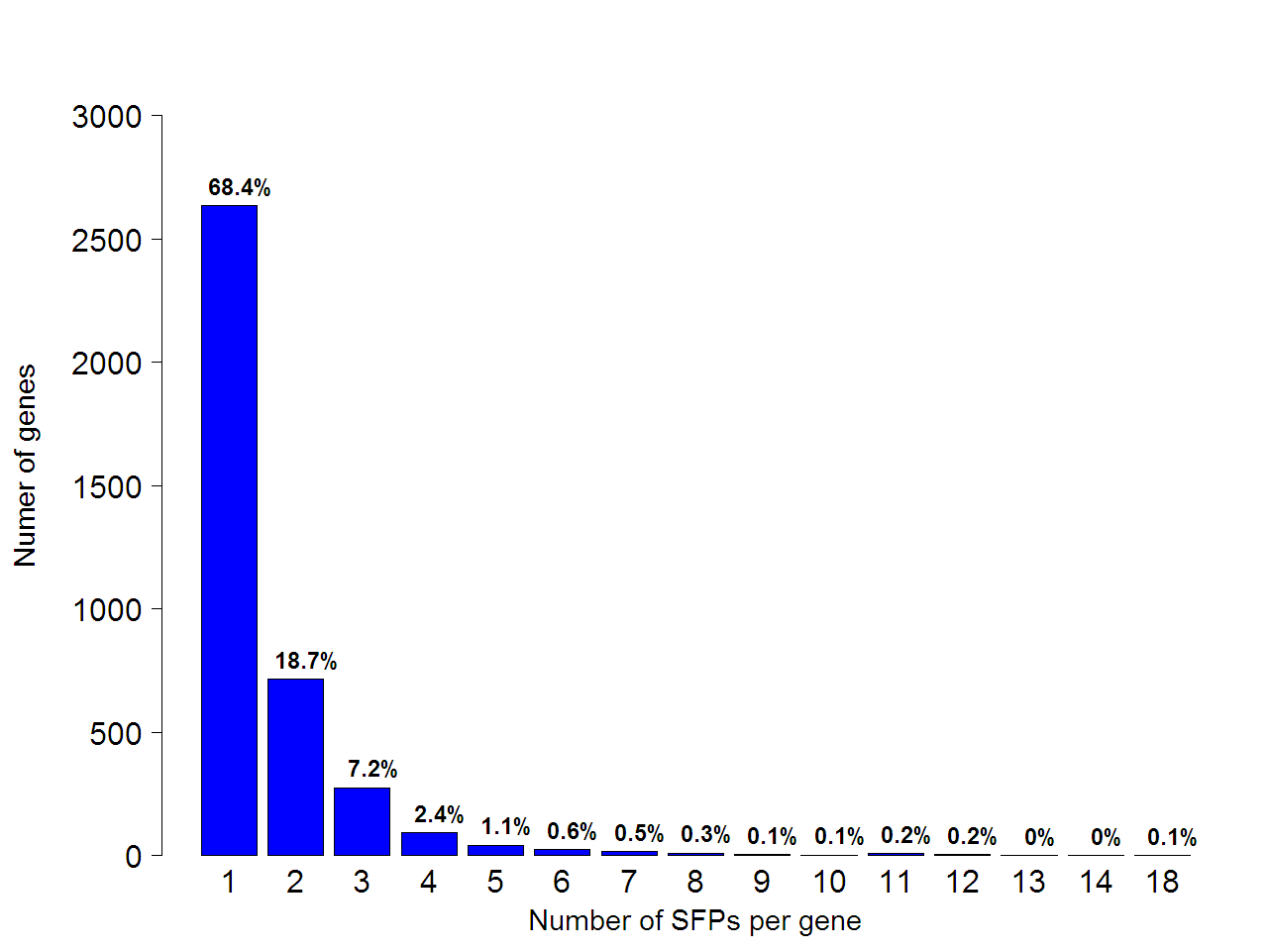
**Distribution of SFPs per gene**. The number of SFPs per UniGene (EST contig) was counted and the frequencies were plotted as a bar plot. Numbers above the columns are the percentage of gene counts in each category out of total counts.

**Figure 4:**
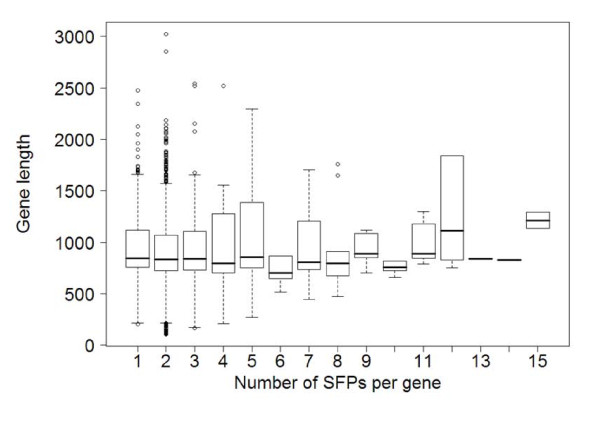
**Number of SFPs per gene is not correlated with UniGene contig length**. Box plots of UniGene contig length for each SFP/gene category. The length of the original contig from which the probes were designed. Descriptive statistics of UniGene length for each SFP/gene category were calculated. Medians of UniGene lengths are represented by horizontal thick lines in the boxes and box borders represent the 25th and 75th percentiles. Medians are approximately the same for all categories.

### Can SFPs be used in different mapping populations?

The ability of SFPs to function as markers in different genetic backgrounds is crucial for their use in MAS, association studies and genetic mapping. As plants host large genetic diversity, we decided to test the use of a set of SFPs across different melon cultivars. We tested this question using parents of another melon mapping population, 'Piel de Sapo' and PI161375 [18]. We performed hybridizations of two biological replicates (pool of 10 plants) from each genotype on two arrays. The SFPs, i.e., statistically significant signal ratios, that were independently found in both comparisons--'Piel De Sapo' vs. PI161375 and 'Dulce' vs. PI414723 were designated as shared SFPs. In comparisons between the Spanish mapping population's parents, PI161375 and 'Piel de Sapo', and the corresponding genotypes PI414723 and 'Dulce', the number of SFPs was 6598 and 6184 in 3820 and 3849 genes, respectively (Figure 5). Using this set of genetic markers between the two cultivars ('Piel de Sapo' and 'Dulce') and the wild accessions PI414723 and PI161375, we defined the shared SFP set of mapping markers, i.e. the intersection between the 6598 SFPs that differentiate 'Piel de Sapo' from PI161375 and the 6184 SFPs that differentiate 'Dulce' from PI414723. This subset included 2213 SFPs in 1548 UniGenes. An example of five genes from this intersecting subset is illustrated in Figure 6. From the data presented in Figures 5 and 6, we concluded that SFPs can be used across different genetic backgrounds in melon.

**Figure 5:**
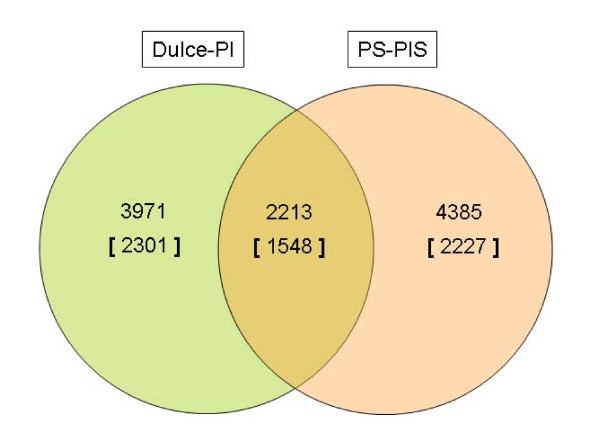
**Conservation of genetic markers between two mapping populations**. Shared SFPs between two mapping populations, PI161375 (PIS)/'Piel de Sapo' (PS) and PI414723 (PI)/'Dulce'. If the same probe was found statistically significant in both comparisons, the SFP was flagged as common. The subset of intersecting SFPs is presented in a Venn diagram. The number of genes including these SFPs is presented in brackets.

**Figure 6:**
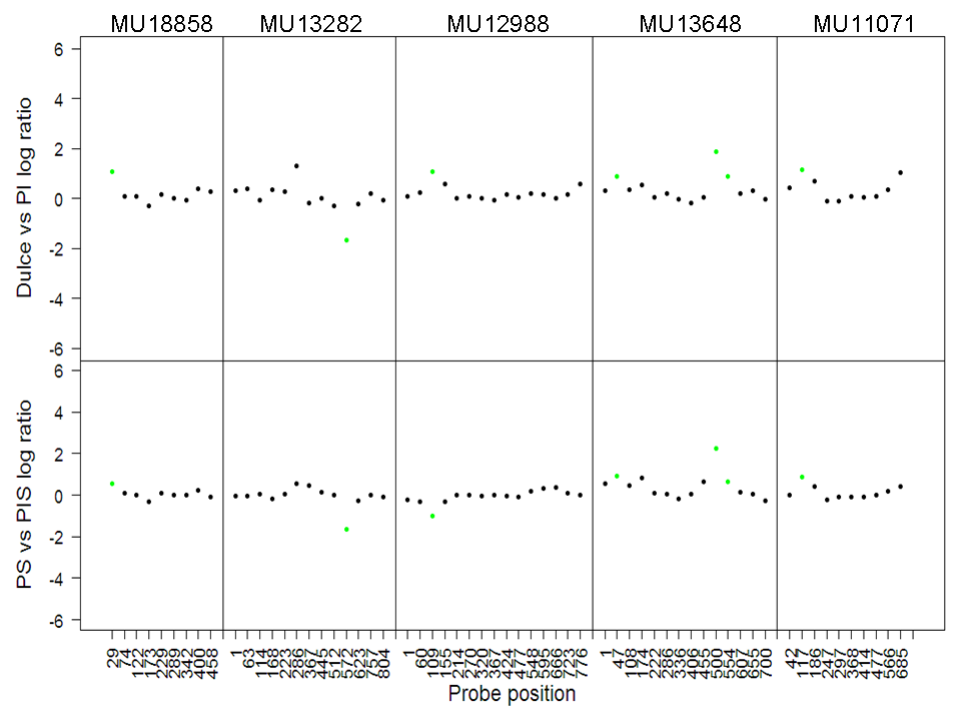
**Conserved sets of SFPs**. An example of five genes with SFPs (green dots) that are conserved between the two mapping populations. Each square is a graph of the log signal ratio between two populations relative to the position of the probe from the 5' end of the UniGene. The five upper squares illustrate the genetic difference between 'Dulce' and PI414723 (PI) and the five lower squares illustrate the genetic difference between PI161375 (PIS) and 'Piel de Sapo' (PS).

## Discussion

In the present study, we tested the feasibility of identifying genetic polymorphism in melon crops by hybridizing gDNA to custom-designed microarrays based on a partial transcriptome. SFP technology has been previously applied for a variety of genetic applications, such as linkage analysis and association studies, mostly in model organisms such as *Arabidopsis *and yeast [5,32], with limited use in some other agricultural organisms [29,33,34]. One of the main reasons for the limited use of this technology is that the technological platform (Affymetrix arrays) is not available for many biological systems. In this study, we used custom-designed arrays with 45-55 mer probes (limitation of the Agilent CGH protocols) covering a substantial area of the partial transcriptome to discover genetic variation in melon. As a result, we increased the number of markers available for melon by an order of magnitude using the cost-effective SFP technology.

The melon cultivars showed substantial within-population genetic variation (Additional file 2), as can be expected in agricultural crops. This needs to be considered when defining the variation between different cultivars. Based on our results, the use of pools of different parents is essential to overcoming this issue.

With some exception [5,32], studies have reported discrepancies between calculated and observed false discovery rates (FDRs) for SFPs. Sequence validation (Table 1) showed that the FDRs in our array (melon, 21%) were similar to those found in rice (19%) [29] and unsequenced *Arabidopsis *strains (15-20%) [33], better than those found in tomato (25-30%) [34], and not as good as those found in some of the *Arabidopsis *studies [5,7]. One reason for this discrepancy is that genetic variation in loci near a target may influence its affinity to probes [35]. In our study, we eliminated all putative SFPs that did not harbor changes inside the SFP, because we could not evaluate the connection between these differences and hybridization to the SFPs. Nevertheless, these differences could still be used as markers. In this work we tried to exclude the possibility of minor frequency alleles (MFAs). For example, focusing on a specific locus, in one parent the allele may be T in its two biological replicates (pools) whereas in the other parent gDNA pools, the T allele might make up only 80% of the pool and G might make up the other 20%. This might affect the hybridization signal, but it would not be observable at the sequence level. By showing that the inter-population variation is greater than the intra-population variation, we exclude this possibility (Additional file 2). 

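Between the 2 PI414723 pools, 428 probes differed by more than 5 robust SDs on the intra-PI414723 array, and 138 of them were also SFPs between the accessions. The inter-accession log2 ratio exceeded 2-fold at 88 of these 428 probes (20.6%), against 13.1 expected from probes of like signal. In both pool pairs and in the same direction it exceeded 2-fold at 19 of them, against 8.09 expected. Between the 2 'Dulce' pools, 240 probes passed 5 robust SDs, of which 5 were SFPs. Among these the inter-accession ratio exceeded 2-fold at 5 probes, against 5.35 expected, and in both pool pairs at 2, against 2.13. The same pools enter both comparisons, so that a pool that differs also moves the inter-accession ratio and an excess is expected. In 'Dulce', 5 robust SDs are a smaller ratio, so the accessions are not compared on like terms here. The paper reasons that a larger variation between than within the accessions excludes minor frequency alleles as the source of SFPs.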

Luo et al. [36], using labeled cDNA and Affymetrix array in barley, suggested that many of the SFPs that do not show any differences in direct sequencing are a result of cis-regulatory expression regulators. This explanation is not relevant to our study as we are using genomic DNA for labeling. As only partial transcriptome data exist for melon, the ability to discover SFPs and to eliminate cross-hybridizations and gene duplications is limited. Divergence of exon-intron boundaries and alternative splicing of cDNA that are printed on the array and the labeled genomic DNA could also contribute to the high FDR that is found by sequencing. Another explanation for the discrepancy in FDR can be the power of the statistical test, which is might be too low given the number of replicates in the different experimental systems, We do not believe that this is the reason for the high FDR as we used the empirical Bayesian model that can repair low power in limma [28]). One can improve the discovery rate by ignoring all multiple SFPs (four or more), which can be considered copy number variations (Figure 2). It is also possible that by using this type of long probe array, we lose a portion of the variation; however in doing so, we gain better coverage of the transcriptome, flexibility in format design and lower price. 

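The 100 UniGenes with 4 or more SFPs held 602 SFPs. In MU3834, 17 of 18 probes were SFPs, and all 17 had lower signal in PI414723, with a median log2 ratio of 1.18. In MU9633, 16 of 18 probes were SFPs, again all with lower signal in PI414723, with a median log2 ratio of 3.74, which is 13.4-fold. All SFPs pointed the same way in 78 of the 100 UniGenes (exact 95% interval 68.6% to 85.7%), to lower signal in PI414723 in 51 and to lower signal in 'Dulce' in 27. Independent directions would give 9.10% (exact binomial test, two-sided, p = 6.14e-61). With Agilent's processed signals, all SFPs pointed the same way in 75.9% of 58 such UniGenes. When pools of unlike number were paired, they did so in 59.8% of 189, a pairing chosen after the data were seen. The share pointing the same way was 18.3% of 3889 UniGenes without PI414723 pool 1 and 35.8% of 578 without PI414723 pool 2. It was 100% of 14 UniGenes without 'Dulce' pool 1 and of 10 without 'Dulce' pool 2, and UniGenes with 4 or more SFPs numbered 152 among probes well above background, 42 with intra-accession arrays and dye in the model and 53 from the inter-accession arrays alone.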

We anticipate that by improving the array design and adding the complementary strand for each probe, the FDR will be reduced as suggested by Smemo et al [37]. As the new Agilent and Nimblgen platforms hold much larger probes sets, one can increase the number of probes for any given sequence without hampering coverage. Another solution is increasing the statistical threshold in order to the decrease the FDR. 

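At q-values under 0.01, 0.005 and 0.001, 3286, 2293 and 1001 SFPs remained, which is 46.1%, 32.2% and 14.0% of those under 0.05. The sequenced SFPs that remained were TP in 138 of 174 cases (79.3%, exact 95% interval 72.5 to 85.1), 101 of 131 (77.1%, 68.9 to 84.0) and 49 of 63 (77.8%, 65.5 to 87.3). The smallest log2 ratio rose to 1.04, 1.23 and 1.78 in size. PI414723 had the lower signal at 60.3%, 58.4% and 52.1% of the SFPs. SFPs under a q-value of 0.01 numbered 993 with normexp, 2064 with Agilent's processed signals, 729 with intra-accession arrays and dye in the model, 1735 from the inter-accession arrays alone and 5611 when pools of unlike number were paired, a pairing chosen after the data were seen. They numbered 764 without 'Dulce' pool 1, 612 without 'Dulce' pool 2, 37483 without PI414723 pool 1 and 13175 without PI414723 pool 2.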

There no doubt that this approach will reduced the discrepancy in FDR but will also will reduced dramaticly the number of SFPs that are discovered [34].

The question of conservation of the SFP markers across melon cultivars was tested using two different mapping populations (Figures 5 and 6). The data presented here show that a large portion of the SFPs are conserved between the different populations. This experiment demonstrated another advantage of SFP technology, which utilizes large sets of probes with no assumption of the location of the changes in different mapping populations. The large set of probes allows identification of large sets of genetic markers in different mapping populations. Although these sets of markers are not ordered, one can still use them for breeding experiments as a whole -genome screening tool and for creating "classical" genetic maps.

Developing a custom-designed array creates the possibility of using SFP technology in many agricultural systems that do not have an Affymetrix platform and allows much more flexibility in design and use. The low price of the screening and the relatively rapid execution and flexibility make it a useful technology. Although SFP technology is far from perfect, and a reduction in FDRs is needed to make thi approach more efficient, we firmly believe that it can contribute to marker discovery, MAS and WGS approaches in various crop plants. We therefore envision the ability to use WGS (SFP technology and others) as a routine element in the process of MAS in breeding programs as the next challenge in the field of breeding technology.

## Conclusion

SFPs can be discovered using custom-designed microarrays and partial genomic data. This approach can be used with many agricultural organisms for marker discovery and breeding.

## Methods

### Array design

A single-feature array was designed based on 16,637 non-redundant cDNA sequences of the Melon Genomics Database from different genotypes and conditions [23]. This set of sequences was used as input for OligoWIZ 2.0 [38] to design an optimal set of probes along the melon partial transcriptome. We designed probes of 50 base pairs (bp) in length ± 5 bp with T_m _optimization (76.6°C). The T_m_, as well as other features of the probes such as cross-hybridization, folding, and low complexity, were summed to total scores with weightings of 0.245, 0.61, 0.025, and 0.12, respectively. The output of this process was 198,500 probes. Probes with a total score lower than 0.3 that included "N" in their sequence were filtered out, leaving a total of 186,600 probes. This design was loaded on the Agilent eArray site for array production https://earray.chem.agilent.com/earray/.

### Genomic DNA preparation

Genomic DNA was extracted using standard procedures [39] from young leaves pooled from 10 plants of each of the different cultivars. Two separate pools were created for each cultivar. The DNA was treated with RNAseH (Sigma, USA) and re-purified using phenol/chloroform/isoamyl alcohol followed by ethanol precipitation.

### Microarray labeling, hybridization and scanning

gDNA (2.5 μg) was digested with restriction enzymes *Alu*I and *Rsa*I (Promega, USA). The digested DNA was used for labeling and hybridization following Agilent procedures for CGH [40]. Scanning of the array was performed with the Agilent scanner. Labeling, hybridization and scanning were done at the Weizmann Institute's DNA Microarray Facility (Rehovot, Israel).

### Statistical analysis

Probe signal pre-processing and fitting were performed with the R-package for LIMMA [28], following background subtraction; for within-array normalization we applied the "lowess" method [41], and for between-array normalization the "Aquntile" method [42]. To select for statistical significance of the signal ratios, two subsequent steps were applied.

1) A least-square fitting using the following equation:(1)

Where the vector of P-D, D-P, D-D, and P-P is the vector of log signal ratios, the matrix of 1, 0, and -1 is the design matrix, and the vector of D2-D1, P1-D1, and P2-D1 is a vector of the estimated coefficients. Next we used these coefficients to estimate three comparisons (contrasts):

the inter-variation(2)

the intra-PI variation(3)

the intra-'Dulce' variation(4)

2) The ordinary t-statistic of each comparison (contrast) for each SFP probe was moderated by shrinking its standard error towards a common value borrowed from the gene ensemble by Bayesian as described in Smyth 2004 [28]. Therefore, from equations (2), (3), and (4) we used the moderated-t statistics for the statistical significance test. The *p*-value was corrected using Benjamini and Hochberg's method [43] to get an adjusted *p*-value (or *q*-value).

The B statistic is a Bayesian view of the *p*-value giving the log odds that an SFP is true (probe signal ratio is significant). The exact formula of B is described in [44].

### SFP validation

SFPs were selected randomly for validation from the list of putative SFPs. Based on sequence information from the melon database, primers were designed from 50-100 bp of the SFP using Primer3 software [45]. PCRs were performed from DNA pools of PI414723 and 'Dulce' (PCR conditions: 30 cycles of 30 s at 94°C, 30 s at 58°C, 1 min at 72°C). Sequencing was executed by Macrogen Inc., Korea. Sequence analysis was performed using Vector NTI software (Invitrogen). Only samples that showed good-quality sequences from the two parents were analyzed and compared to the database sequence that was used as a reference.

## Abbreviations

SFP: single-feature polymorphism; PPV: positive predictive value; MAS: marker-assisted selection; FDR: false discovery rate; BAC: bacterial artificial chromosome; WGS: whole-genome scanning; gDNA: genomic DNA.

## Authors' contributions

AS and RO conceived the idea of exploring melon variation using custom-designed microarrays. RO designed the array and performed all of the statistical analyses. NK helped in integrating the experimental design for melon biology. VP, RB, YB and GT created the biological resources and did some of the wet work for validation of the results. SU was involved in the bioinformatics analysis of the array data and validation of the results. AS and RE contributed to the experimental design and testing of the microarray output. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of 245 positive SFPs and their genotyping**. 

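Each of the 245 rows of Additional file 1 joins a probe name to its UniGene, the sequenced genotypes of both accessions, the call of TP or FP, and the array statistics. In the copy used here, the listed sequence equals the array's sequence of the named probe in 2 of 245 rows. The listed log2 ratio follows the array's log2 ratio of 'Dulce' to PI414723 with a Pearson r of 1.000 when rows are joined by sequence (n = 238 probes), and of 0.0105 when they are joined by probe name (n = 239 probes). With 1 SNP and a listed position, the array's own sequence of the named probe carries the listed probe genotype there in 68 of 105 rows (64.8%), and the listed sequence does so in 28 (26.7%). Genotypes were therefore joined here to array values by probe name, and the listed sequences and statistics were not used.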

The table describes the validation by Sanger sequencing and the difference, where there is one, between the probe and targets. Header descriptions. ProbeName - Probe index. Target - Target resource index as in the melon database v2 http://www.icugi.org/. Sequnce - probe sequence. Position - position of genetic variation within probe sequence. SFP - Either 1 for true positive (TP) or 0 for false positive (FP). NoSNP - number of single-nucleotide polymorphisms (SNPs) in the SFP; 999 indicates many. IndelLength - Indel length if one exists. Pi - PI414723 genotype. Dulce - 'Dulce' genotype. Ref - probe genotype. t - the moderated-t statistic. logFC - log2 of PI-to-'Dulce' signal ratio. adj.P.Val - *p*-value after multiple-tests correction by Benjamini and Hochberg method Click here for file

Additional file 2 **Qualitative estimation of the intra-variation within Cucumis *melo *L.: PI414723 and 'Dulce' accessions**. The document includes description of the experimental design and figure of comparison between two melon accessions, PI414723 and 'Dulce', intra- and inter-variation. Click here for file

# Supplementary material for: High-throughput marker discovery in melon using a self-designed oligo microarray
**Source:** BMC Genomics. 2010 Apr 28;11:269. doi: 10.1186/1471-2164-11-269
**Supplement:** Additional file 2 — Qualitative estimation of the intra-variation within Cucumis melo L.: PI414723 and 'Dulce' accessions. The document includes description of the experimental design and figure of comparison between two melon accessions, PI414723 and 'Dulce', intra- and inter-variation.

**Qualitative estimation of the intra-variation within *Cucumis melo* L.: PI414723 and ‘Dulce accessions.**

We designed a custom oligo microarray (Agilent) based on the melon ESTs presented in the Cucurbit Genomic database (ICuGI) [25]. The microarray contains 186,600 unique probes from 16,114 UniGenes covering approximately 9 Mb of cDNA sequence from different ecotypes and different conditions (for further details, see Methods).

For marker discovery, we used DNA from the parents of our mapping population, developed by Katzir's group from a cross between representatives of two subspecies of *Cucumis melo* L.: PI414723 (subspecies *agrestis*) and 'Dulce' (subspecies *melo*). Two biological replicates from PI414723 and two from 'Dulce' were used. Each biological replicate contained gDNAs pooled from 10 different plants. gDNA samples were labeled and hybridized using standard Agilent procedures for comparative genomic hybridization (CGH) (see Methods). The inter-population genetic variation was detected by using two arrays, with one of the biological replicates of 'Dulce' against one of the PI414723 replicates on each array. The intra-population variation was detected by hybridizing the PI414723 replicates against each other and the 'Dulce' replicates against each other. Intra-population variation was estimated to ensure that the genetic variation between these populations is based on alleles that are fixed in the population and not due to intra-population variation. In figure 1 we superimposed the differential signal between two pools from the same parental population (intra-variation) over the differential signal that comes from average of pools from one parent against average of pools from the other parent (modified as the moderated t-statistic). 

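On its intra-accession array, PI414723 showed a wider spread of pool-to-pool ratios than 'Dulce'. The robust SD of the log2 ratio over the 183211 tested probes was 0.33 between the PI414723 pools and 0.14 between the 'Dulce' pools, which is 2.31 times as wide. More than 2-fold differences were found at 3796 probes (2.07%) in PI414723 and at 61 probes (0.0333%) in 'Dulce'. In 3 equal groups of probes from dim to bright, the robust SD of PI414723 was 2.13, 2.53 and 2.29 times that of 'Dulce'. Each accession had 1 such array, so that the difference was not tested. The robust SD was 0.35 on the inter-accession array with PI414723 pool 2 and 0.20 on that with PI414723 pool 1. Both arrays that carried PI414723 pool 2 were thus the wider ones. A deviation of that pool alone cannot be told apart from variation within the accession. The PI414723 array was the one read in scan 2. Its ratios had a Pearson r of 0.248 across probes with those rebuilt from the 3 arrays of scan 1, and the same calculation gave -0.442 for 'Dulce', with a shared dye effect lowering both. The ratio of the robust SDs was 1.22 with normexp and 3.86 with Agilent's processed signals.

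**Figure D4:**
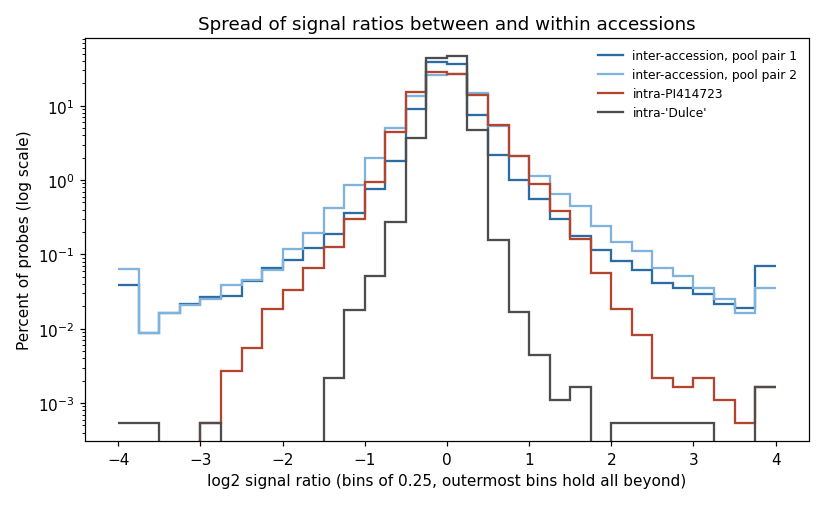
Percent of probes (log scale) by log2 signal ratio on each of the 4 arrays, in bins of 0.25. The intra-'Dulce' distribution is the narrowest, and both inter-accession arrays reach farther out than the intra-PI414723 array.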

Testing the two parents' replicates against themselves showed much greater internal variation in the wild accession PI414723 (Figure 1B) than in the domestic cv. 'Dulce' (Figure 1A), as expected from their genetic backgrounds. Moreover, it was clear that the inter-population variation was greater than the intra-population variation in either PI414723 or 'Dulce'. Thus, we confirmed that the SFPs detected by hybridization between these two populations are a result of fixed alleles in the populations rather than of internal variation.

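No probe differed between the 2 PI414723 pools or between the 2 'Dulce' pools at a q-value under 0.05 in limma, with lowest q-values of 0.0601 and 1.000. By B of 1.5 or more, 368 probes passed between the PI414723 pools and 0 between the 'Dulce' pools, against 2946 between the accessions. At an unadjusted p under 0.05, limma called 25760 probes between the PI414723 pools (14.1%), 219 between the 'Dulce' pools (0.120%) and 23012 between the accessions (12.6%). The 'Dulce' share lies far below the 0.05 that this threshold gives without any difference. The error of the fit is therefore too wide for the 'Dulce' contrast, and its 0 calls carry little weight. The 99th percentile of the fitted log2 ratio in size was 1.51 between the accessions, 1.07 between the PI414723 pools and 0.39 between the 'Dulce' pools. Over the bulk of the probes, the robust SD was 0.19 between the accessions, 0.30 between the PI414723 pools and 0.11 between the 'Dulce' pools. A single contrast between pools is less precise than that between accessions, which can widen its robust SD. Its p-values already use its own standard error. The mean of both intra-accession differences, which has the precision of the inter-accession contrast, gave 0 calls in limma at a q-value under 0.05. It had 7339 probes at an unadjusted p under 0.05, a 99th percentile of 0.58 and a robust SD of 0.16. This mean dilutes a difference held by 1 accession only, and it depends on how the pools were numbered. Its 0 calls therefore do not exclude differences within PI414723. From the larger inter-population variation the paper concludes that the SFPs come from alleles fixed in the accessions.
With normexp, 599 probes passed between the PI414723 pools, and among probes well above background 1869 did.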

**Figure 1. Genetic variation between and within mapping populations**. A scatter plot of moderated-t vs. average signal of four samples (two replicates of each population), where moderated-t is the Bayesian correction of the t-statistic calculated from the comparison between two 'Dulce' biological replicates and two PI414723 biological replicates. For both graphs, A and B, black dots are statistically insignificant differences, i.e., non-SFPs, and blue (adjusted-*p* < 0.05) and green (B > 1.5) dots are statistically significant differences, i.e., putative SFPs. The intra-population variation is superimposed as orange dots: (A) internal variation of 'Dulce', and (B) internal variation of PI414723.

The calculation and linear model for this figure is described in the paper material and methods section.

How the deposited data were processed for this re-analysis (not part of the article)

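Signals of genomic DNA from 2 pools of PI414723 and 2 pools of 'Dulce' were measured on 4 two-colour Agilent arrays, each pool holding leaves of 10 plants and 2.5 micrograms of digested DNA being labelled. The arrays were paired in a closed loop of 2 inter-accession and 2 intra-accession hybridizations. Accession, pool number and dye of each channel were taken from the sample labels, and they go with the order of arrays in the paper's equation (1).

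The deposited scanner files hold intensity values per spot that the authors obtained with Agilent Feature Extraction 9.5.1.1: mean and median brightness, the median local background, flags, and a processed intensity that is background-subtracted and dye-normalized. The deposited series values are log2 ratios of Cy5 to Cy3 that the authors made with limma (version not stated) by background subtraction and lowess within arrays. They followed the log2 ratios computed here with a Pearson r of 0.990 to 0.998 per array.

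For the main values, the mean spot intensity minus the median local background was taken to a log2 ratio, normalized by loess within arrays with control spots at weight 0, and by Aquantile between arrays, which changes average signals and not ratios. Probes with a non-uniformity or population outlier on any array (3369 of 186600) were left out, as were those without a ratio on all 4 arrays. The paper's loop model was fitted to 183211 probes with lmFit and eBayes of limma 3.58.1 in R 4.3.3, for the inter-accession contrast, both intra-accession contrasts and the mean of the latter. P-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. B used the limma default prior proportion of 0.01 and the threshold of 1.5. Counts, shares and tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. Shares have exact 95% binomial intervals (Clopper-Pearson) that cover counting error only and take probes or UniGenes as independent. Permutation tests used 100000 resamples. Signal over background and the number of pools, 2 per accession, limit the precision.

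The fit was tested on simulated data of 186600 probes with known changes. The simulated noise was independent between arrays and held no dye effect and no differences between pools. The rates below therefore do not give the share of false calls in the real data. The loop fit recovered 76.8% of simulated log2 ratios of 1 and 99.7% of those of 2, with 7.6% of the calls false. The accession-only fit with a dye term recovered 70.2% and 98.6% with 4.6% false, and without the dye term 73.4% and 98.4% with 3.6% false. Contrasts between pools simulated without any effect gave 1, 0 and 0 calls.

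Probe names give the UniGene number in full only for the 6730 UniGenes with short numbers, so that results per UniGene cover these. UniGene length was not used here, and the number of tested probes per UniGene took its place, as set beforehand for that case. Genotypes and TP or FP calls came from Additional file 1, joined by probe name. The reference tables hold no gene names for these UniGenes, and the groups listed beforehand (disease resistance, ethylene and cell wall, carotenoid and sugar metabolism, transposon, photosynthesis, ribosomal proteins, transcription factors, stress, phloem and defence proteins, organelle) were therefore not run. The SFPs shared with the second mapping population were not analysed here.

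The comparisons, tests, named probes and alternatives were chosen before the data were examined, apart from those named as later choices. Named probes were those of the UniGenes the paper names, the 2 SFPs with the largest and the 2 with the lowest ratio of 'Dulce' to PI414723 that had the same direction on both inter-accession arrays, counting only the most extreme probe for each UniGene number in the probe names (which may be truncated), and the 2 UniGenes with the most SFPs. The sequences and ratios the paper shows for its own UniGenes had been seen. Of the paper's UniGenes, those of Figure 6 could not be identified from the shortened numbers and have no values here. The alternatives were normexp background correction with an offset of 50, Agilent's processed signals centred on the median, no normalization between arrays, spot medians, only probes well above background, outlier spots kept, saturated probes left out, the intra-accession arrays in the error term with and without a dye term, the inter-accession arrays alone as replicate block, the series values, eBayes with trend and robust options, a prior proportion from the p-values, and each pool left out in turn. Added after the data were seen were a fit of the 3 arrays of scan 1 and a pairing of pools of unlike number.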

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

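The fit of the 3 arrays of scan 1 and the crossed pairing of the pools were tests chosen only after the results had been seen. Signal over background limits the ratios of probes whose dimmer accession nears background, and the number of pools limits the rest. Under every alternative run, the share of UniGenes with 4 or more SFPs pointing the same way stayed above its expected value. In each, rho with the number of probes over all UniGenes stayed above 0 (0.0514 to 0.556), and the unweighted PPV lay between 73.5% and 81.1%. Weighted by class, the PPV went from 80.4% with saturated probes left out to 85.8% with the intra-accession arrays and dye in the model. Each PPV covers only the sequenced probes, which were chosen from the paper's own SFPs and keep their TP or FP call in every setting. Other SFPs that a setting calls cannot enter it, so these values do not give the share of true SFPs in each setting. The genotype set the sign at 78.8% to 79.8% of probes, although alternatives that change only the error term leave each ratio, and so its sign, as it was. Under the 8 alternatives that give an intra-accession contrast, limma made 0 calls between 'Dulce' pools, with 161 to 1548 probes at an unadjusted p under 0.05, and 0 for the mean of both intra-accession differences, with 6555 to 16790. The 'Dulce' counts are fewer than that threshold gives without any difference, so the 0 calls there carry little weight. Named probes kept their direction in all and their call in 96 of 100 alternative fits. Most of them were picked as the most extreme ratios of these data, so their direction could hardly change. Several alternatives leave each ratio as it was, and leaving out the normalization between arrays repeats the main values. No log2 ratio of a named probe changed sign, nor did rho over all UniGenes, the only rho compared between settings. The order of the PPV for 1 and 3 SFPs per UniGene turned between settings.

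With normexp there were 4427 SFPs in 1267 UniGenes, 1677 probes past the B threshold, 993 SFPs at q under 0.01, 57.7% of SFPs lower in PI414723, 88.5% of UniGenes with 1 or 2 SFPs, 599 calls between PI414723 pools and a robust SD ratio of 1.22, and 53.3% of the 7127 SFPs were shared. Agilent's processed signals gave 2064 SFPs at q under 0.01, 90.3% of UniGenes with 1 or 2 SFPs and a robust SD ratio of 3.86. Only probes well above background gave 57.4% lower in PI414723, 85.2% with 1 or 2 SFPs and 1869 calls between PI414723 pools. With the intra-accession arrays and dye in the model there were 3672 SFPs in 1124 UniGenes, 1675 past the B threshold, 729 at q under 0.01 and 91.6% with 1 or 2 SFPs; without the dye term the last was 89.5%. The replicate block of the inter-accession arrays gave 4311 SFPs in 1285 UniGenes, 1735 at q under 0.01 and 90.8% with 1 or 2 SFPs. The prior proportion from the p-values put 7288 probes past the B threshold. The cause was not tested in any of these.

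The arrays of scan 1 alone gave 7955 SFPs, of which 6290 were among the 7127. The crossed pairing, run because pool differences of the accessions with like numbers had a Pearson r of -0.293, to which a shared dye effect also leads, gave 10217 SFPs, 5611 at q under 0.01, 63.2% lower in PI414723 and 84.0% with 1 or 2 SFPs.

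With a pool left out, 1 inter-accession array remains for the ratio and 1 intra-accession array for the error. A fit without a dye term then assumes the lone pool to vary like the other accession's pools. The error comes from the PI414723 pools when a 'Dulce' pool is out and from the 'Dulce' pools when a PI414723 pool is out. Leaving out the pool of like number in either accession keeps the same ratio and changes only the error. SFPs then ranged from 1332 to 57954 (2064 without 'Dulce' pool 1, 1332 without pool 2, 57954 without PI414723 pool 1, 19225 without pool 2), probes past the B threshold from 1001 to 18462, UniGenes with an SFP from 439 to 6483, SFPs at q under 0.01 from 612 to 37483, the share lower in PI414723 from 53.9% to 67.8%, and the share with 1 or 2 SFPs from 23.3% to 96.5%.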

Differences from the paper's values

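No value computed with the main settings differed by more than 1.5 times from the value the paper states for that measure. This limit is loose, since the higher PPVs and shares cannot pass it upward. The sequenced counts and kinds of polymorphism come from the paper's own list. Values per UniGene cover only UniGenes with a complete number, and not the paper's full set. For the SFP count the paper's value is 6184 and the value here 7127, and at the B threshold the paper's is 2503 and the value here 2946. Among the alternatives set before the data were examined, the SFP count lay nearest with spot medians (6507) and with the intra-accession arrays and no dye term (5821), and none gave the paper's count. It was 9025 among probes well above background and 9991 by eBayes with trend and robust options, the latter over 1.5 times the paper's count. Over all probes, shortened names leave only bounds on the number of UniGenes, 2891 to 5749 with an SFP and 1592 to 2567 at the B threshold, and the paper's numbers lie within them. Additional file 1 lists 189 TP and 56 FP, where the paper's Table 1 has 190 and 55.

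The paper states that about 90% of UniGenes with an SFP held 1 or 2, and the value here was 86.9%. It was 90.3% with Agilent's processed signals, 90.8% in the replicate block and 89.5% with the intra-accession arrays and no dye term. The most SFPs in a UniGene were the paper's 18 and here 17, over UniGenes with a complete number, and 18 with outlier spots kept. The paper's transition-to-transversion ratios are 1.6 in PI414723 and 2.5 in 'Dulce', and the listed genotypes gave 1.74 and 1.96. The paper's ratio of substitutions is 3.23, and the listed genotypes gave 2.51.

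The paper ranks single SFPs as the most reliable class. Here the PPV was 0.826 for 1 SFP per UniGene and 0.828 for 3, where the paper's values are 0.82 and 0.69. Single SFPs had the highest PPV with Agilent's processed signals (0.864), among probes well above background (0.859), with outlier spots kept (0.830), in the replicate block (0.890), and with the intra-accession arrays in the error term with dye (0.892) and without it (0.852). Another class was higher with spot medians (0.835 against 0.846), saturated probes left out (0.824 against 0.833), the series values (0.828 against 0.885), normexp (0.867 against 1 for a single sequenced SFP), without 'Dulce' pool 1 (0.854 against 1 for 2 sequenced SFPs), without 'Dulce' pool 2 (0.840 against 1 for 3 sequenced SFPs) and without PI414723 pool 2 (0.808 against 0.822), as also in the 2 settings chosen after the values were seen, scan 1 alone (0.824 against 0.827) and the crossed pairing (0.812 against 0.833). Without PI414723 pool 1, single SFPs (1 sequenced) and those with 2 per UniGene (2 sequenced) both had a PPV of 1. More than 3 SFPs gave the lowest PPV here too (0.667).

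On stricter thresholds, the paper expects fewer false SFPs and far fewer SFPs. The SFP count fell to 1001 at a q-value under 0.001, and the TP share was 77.8% there against 78.2% at 0.05.

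The paper finds no growth of UniGene length with the number of SFPs. By the number of probes, which is not the paper's measure, rho was 0.0763 among UniGenes with an SFP, past its test.

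Variation between the accessions is described in the paper as larger than within either. The counts at a q-value under 0.05 (7127 against 0 and 0 in limma, the latter 2 with 25760 and 219 probes at an unadjusted p under 0.05) and the 99th percentiles go that way, as do the counts at B of 1.5 or more (2946, against 368 between the PI414723 pools and 0 between the 'Dulce' pools). For 'Dulce' the 0 calls carry little weight, since far fewer of its probes reach an unadjusted p under 0.05 than would without any difference. The fitted robust SD over all probes was 0.19 between the accessions and 0.30 between the PI414723 pools. At an unadjusted p under 0.05 in limma, 23012 probes passed between the accessions and 25760 between the PI414723 pools. These go the other way. A single contrast between pools is less precise than that between accessions, which can widen its robust SD. It does not account for the larger count at an unadjusted p under 0.05, since each p-value uses the standard error of its own contrast. On single arrays the robust SD was 0.20 and 0.35 between the accessions and 0.33 between the PI414723 pools. The mean of both intra-accession differences, of like precision, had 0.16 and 7339 probes, though it dilutes a difference held by 1 accession.

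The legend of Additional file 1 gives the log ratio as PI414723 over 'Dulce', and the listed values follow the array's ratio of 'Dulce' over PI414723 by sequence (Pearson r 1.000). The table lists positive SFPs, and 16 of its 245 rows have a listed adjusted p of 0.05 or above.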

Other observations

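Of the tests below, those on a fault or the scan of the PI414723 array, on segregating alleles at a minority of probes, on probes that match 'Dulce', on table columns sorted apart, on both pool pairs, and the Fisher test of direction among sequenced SFPs were chosen only after the result was seen.

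Probes that hold a site of AluI or RsaI, the enzymes used before labelling, had a median log2 signal of 7.21 (50636 probes), against 9.61 for probes without a site. At matched GC content and length the difference was -2.51, which is consistent with the hypothesis that digestion lowers their signal. They were SFPs in 3.78% of cases (exact 95% interval 3.61 to 3.95), against 3.93% of probes without a site (3.83 to 4.04). Sequences spotted at least 2 times gave a Pearson r of 0.898 between spots over 4952 pairs. Of 150 such pairs with an SFP, both spots were SFPs in 125 (83.3%), and both ratios had the same sign in 149. Among sequenced SFPs, 116 of 186 TP had lower signal in PI414723 (62.4%, 55.0 to 69.3), against 20 of 52 FP (38.5%, 25.3 to 53.0, Fisher exact test, two-sided, p = 0.00256).

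A further hypothesis was that a mismatch nearer the middle of the probe changes the signal more. Among 65 single-SNP probes it did not pass its test (Spearman rho -0.00589, two-sided permutation test, p = 0.963). Another was that more mismatches change it more, and the median log2 ratio was larger by 0.20 with more than 1 SNP, short of its test. The sequenced probes were chosen as SFPs, so those whose mismatch changed the signal little are missing, and neither test excludes its hypothesis. Probes that differ strongly between the PI414723 pools exceeded 2-fold between the accessions 6.71 times as often as probes of like signal, and 2.35 times as often when both pool pairs had to do so. The same pools enter the inter-accession ratios, so that an excess is expected wherever the pools differ, and these values cannot tell whether such loci also vary between the accessions.

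Ratios between the PI414723 pools spread 2.31 times as widely as those between the 'Dulce' pools by robust SD, and 1.22 times with normexp, so that the background correction bears on the size. Whether alleles segregating at a minority of probes are the whole cause stays open, since a share of wider probes under 50% keeps the 10th percentile of the PI414723 array, in size, at or under the 20th of the 'Dulce' array, and the former was 1.12 times the latter with the main settings but 0.41 times with normexp. Removing the trend on GC content and length left 2.32, and among the brightest of 3 equal groups of probes the ratio was 2.29 (2.27 with normexp), which argue against these trends and against noise of dim probes. The array's ratios had a Pearson r of 0.248 across probes with those rebuilt from the 3 arrays of scan 1 (0.235 to 0.401 under the alternatives), whereas a dye effect shared by the arrays alone pushes r below 0, as in 'Dulce' (-0.442), which argues against a fault or the scan of this array as the whole cause. A broad difference between the 2 pools, in DNA quality or in genotype, stays open and was not tested, as does a share of array or scan.

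More SFPs had lower signal in PI414723 than in 'Dulce' (60.0%), though the share was only 52.1% at a q-value under 0.001. Agilent's processed signals, which did not go through the loess step of the main settings, gave 61.0%, which argues against that step alone as the cause. The method of Agilent's own dye normalization was not examined, so a like smoothing within it stays open. The lowest share among 3 equal groups by signal was 57.5%, which argues against bright probes as the cause. All settings centre the log ratios near 0, so the centring itself was not tested and stays open. A candidate explanation is that the probes, designed on ESTs, match 'Dulce' more often, since PI414723 was the accession that differed at 77.1% of the sequenced single-SNP probes. The sequenced probes are SFPs themselves, so this is tied to the same choice of probes, and a larger divergence of PI414723 from the EST donors was not tested.

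In the copy of Additional file 1 used here, the listed sequence is that of the named probe in 2 of 245 rows, and the listed log2 ratio follows the array's by sequence and not by probe name. Columns sorted apart from each other may account for this, since the array's sequence of the named probe carries the listed genotype in 64.8% of rows. The reverse complement of the listed sequence does so in 28.6%. That sequence is seldom the one of the named probe, so this cannot tell whether positions were counted on the other strand. The listed log2 ratio has the sign its row's genotype gives in 53 of 109 rows (exact binomial test, two-sided, p = 0.848). No biological explanation of this table was tested.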
